# Multiomics analysis of canine myocardium after circumferential pulmonary vein ablation: Effect of neuropeptide Y on long‐term reinduction of atrial fibrillation

**DOI:** 10.1111/jcmm.18582

**Published:** 2024-08-06

**Authors:** Qiyuan Song, Ning Zhang, Yujiao Zhang, An Zhang, Huilin Li, Shuting Bai, Luxiang Shang, Juanjuan Du, Yinglong Hou

**Keywords:** atrial fibrillation, catheter ablation, NPY, recurrence

## Abstract

Catheter ablation (CA) is an essential method for the interventional treatment of atrial fibrillation (AF), and it is very important to reduce long‐term recurrence after CA. The mechanism of recurrence after CA is still unclear. We established a long‐term model of beagle canines after circumferential pulmonary vein ablation (CPVA). The transcriptome and proteome were obtained using high‐throughput sequencing and TMT‐tagged LC‐MS/LC analysis, respectively. Differentially expressed genes and proteins were screened and enriched, and the effect of fibrosis was found and verified in tissues. A downregulated protein, neuropeptide Y (NPY), was selected for validation and the results suggest that NPY may play a role in the long‐term reinduction of AF after CPVA. Then, the molecular mechanism of NPY was further investigated. The results showed that the atrial effective refractory period (AERP) was shortened and fibrosis was increased after CPVA. Atrial myocyte apoptosis was alleviated by NPY intervention, and Akt activation was inhibited in cardiac fibroblasts. These results suggest that long‐term suppression of NPY after CPVA may lead to induction of AF through promoting cardiomyocyte apoptosis and activating the Akt pathway in cardiac fibroblasts, which may make AF more likely to reinduce.

## 1 INTRODUCTION

Atrial fibrillation (AF) is the most common tachyarrhythmia clinically, affecting approximately 370,000 adults worldwide.^1^, ^2^ Serious complications such as stroke, heart failure, cognitive impairment and cardiac arrest and increasing health care costs of AF^3^, ^4^ seriously affect the quality of life of patients, so its treatment has become a major clinical challenge. Catheter ablation (CA) of AF is an important part of the rhythm control strategy. As a first‐line treatment for AF, it has been shown to be superior to antiarrhythmic drugs in refractory AF and is widely used in clinical treatment.^5^, ^6^, ^7^ However, the high recurrence rate of AF after CA limits its effectiveness. Despite significant advances in ablation techniques and clinical practice, the long‐term recurrence rate of AF has not been effectively controlled, and up to 35% of patients require repeat ablation.^8^ Although many studies have investigated the recurrence of AF, the mechanism of recurrence has not been fully elucidated.

The pulmonary vein (PV)‐left atrium (LA) junction has been shown to be an important source of abnormal foci in AF.^9^, ^10^ Therefore, pulmonary vein isolation (PVI) has become the basis for CA of AF.^11^, ^12^ The PV‐LA reconnection and extra‐PV triggering have been proved to be the main mechanisms of AF recurrence after ablation. However, studies^13^ indicate that even in patients without AF recurrence, 58% of cases exhibited the restoration of PV electrical conduction. Furthermore, even after additional ablation of non‐PV triggers following PVI, there is still a recurrence rate of 22%–29%.^14^ The mechanisms underlying AF recurrence are still subject to further investigation. It has been demonstrated that the main nerve plexus of atrium is distributed in the antrum and ostium of PV, which is the most densely distributed part of nerve tissue.^9^, ^15^ Therefore, CPVA could have a denervation effect in addition to electrical isolation of PVs and may cause neural remodelling of local target tissue.^8^ Our previous study^16^ showed long‐term nerve remodelling after denervation was related to AF reinduction. Our another study^17^ also found that significant abnormal changes in the ultrastructure of target atrial myocytes occurred 1 month after ablation, which persisted up to 12 months after ablation. Meanwhile, myocardial interstitial collagen deposition increased with time, suggesting that denervation may be an important factor leading to myocardial fibrosis.^17^

Neuropeptide Y is a 36‐amino acid polypeptide that acts as a neurotransmitter or neuromodulator and is the most abundant neuropeptide in the central and peripheral nervous system as well as in the heart.^18^ The mechanism of NPY in AF and AF recurrence has not been elucidated. Therefore, in this study, based on the long‐term model of circumferential pulmonary vein ablation in canines, we further studied the mechanism of long‐term reinduction of AF and the role of NPY in the reinduction.

## 2 METHODS

### 2.1 Ethics approval statement

All experimental protocols were approved by the Ethics Committee of the First Affiliated Hospital of Shandong First Medical University according to the NIH Guide for the Care and Use of Laboratory Animals.

### 2.2 Construction of the CPVA model in beagle canines

Ten beagle canines weighing 10–12 kg, male or female, were randomly divided into 2 groups: the CPVA group (*n* = 5), in which right fourth intercostal thoracotomy was performed, and then CPVA was performed; and the sham operation group (control group) (*n* = 5), in which thoracotomy was performed in the right fourth intercostal space without CPVA. Both groups were observed for 6 months after the operation (Figure 1A).

**FIGURE 1:**
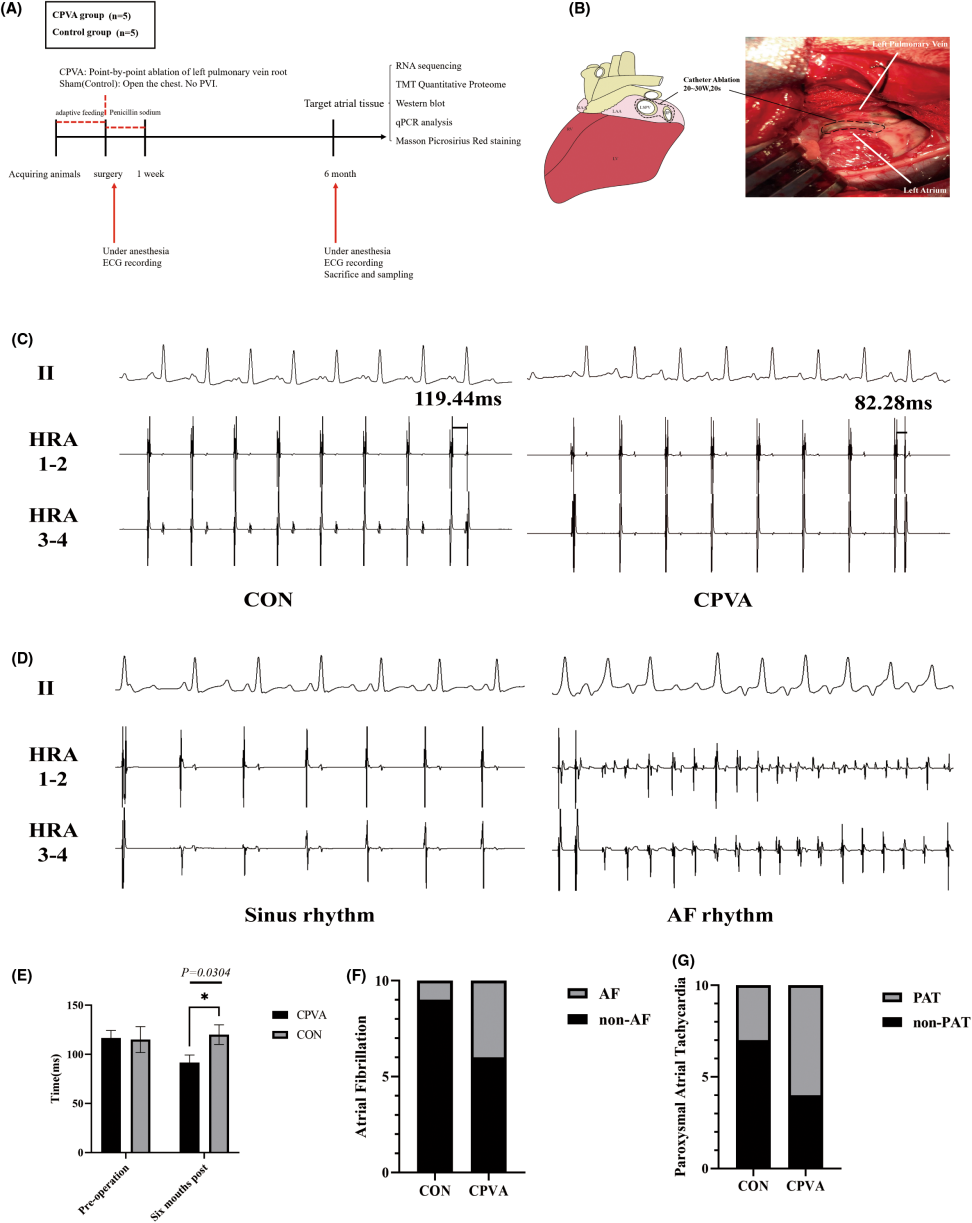
(A) The CPVA model is processed at different times. (B) CPVA schematic. (C) At 6 months, the characteristics of electrophysiological changes in the control group and CPVA group (D) The electrocardiogram of SR and AF. (E) Changes in left atrial AERP preoperatively and at 6 months (*p < 0.05). (F) Inducibility of AF in CPVA versus CON at 6 months. (G) Inducibility of PAT in CPVA versus CON at 6 months. SR, sinus rhythm; PAT, paroxysmal atrial tachycardia.

In the CPVA group, the radiofrequency current was delivered to the left PV region using a 7Fr deflectable quaternary catheter with a 4 mm tip electrode. The catheter tip was positioned on the surface of the left PV root under direct visual control to ensure optimal tissue contact and energy delivery, and ablation was performed point‐by‐point along the left PV root (Figure 1B). The ablation endpoint was defined as the continuous ablation line observed directly below the root of the left PV.

Electrophysiological examinations were completed 6 months after CPVA, and the animals were sacrificed by air embolism following ethical system guidelines. All samples were obtained from the target atrial tissue (1 cm radius from the ablation line) and stored at −80°C for subsequent experiments. Some specimens were fixed with 4% paraformaldehyde (Servicebio, Wuhan, China) followed by Masson staining and picrosirius red staining.

### 2.3 In vivo electrophysiological testing

Three bipolar electrodes were placed in the left atrial free wall proximal to the left PV and in the high LA and left atrial appendage distal to the left PV. Pacing leads were removed after the initial study (baseline) and replaced during the final experiment (6 months postprocedure). The drive chain consists of 8 stimuli with a basic cycle length of 350 ms followed by a premature extra stimulus (S2) with a coupling interval of 200 ms and a step size of 5 ms. The atrial effective refractory period (AERP) was defined as the longest S1 to S2 interval that failed to produce a diffuse response. Data were collected for each animal prior to ablation and at 6 months postablation. AERP was measured immediately before CPVA and 6 months after CPVA.^16^ Programmed electrical stimulation with burst stimulation (120 ms) was used to induce AF, and a rapid irregular atrial rhythm lasting longer than 10 s was set as successful induction, while a rhythm of less than 10 s was defined as paroxysmal atrial tachycardia (PAT).

### 2.4 High‐throughput RNA‐Seq

(1) Total RNA was extracted from target atrial muscle tissue, 1 mL TRIzol (Magen (R4801‐02)) was added to the sample ground in liquid nitrogen, and total RNA was extracted by TRIzol method. Then, the sample concentration and 260/280, 260/230 ratio were measured and recorded by Nanodrop (ThermoFisher (ND‐2000)), and the integrity of RNA was checked by Agilent 4150 (Agilent Technologies Inc.). (2) For the library construction, oligo (DT) beads were used to enrich eukaryotic mRNA, fragmentation buffer was added to randomly interrupt mRNA, mRNA was used as template to synthesise two strands of cDNA, and double‐stranded cDNA was purified by AMPure XP beads. The purified double‐stranded cDNAs were end‐repaired and A‐tailed, and then the fragment size was selected by AMPure XP beads. Finally, the final cDNA library was obtained by PCR enrichment. (3) For quality control and sequencing, the length and effective concentration of the insert fragment of the library was determined, and then pooling was performed according to the target off‐machine data amount and on‐machine sequencing.

### 2.5 TMT labelling and high PH reversed‐phase fractionation

Labelled peptides were fractionated by the High pH Reversed‐Phase Peptide Fractionation Kit (Thermo Scientific). The dried peptide mixture was reconstituted, acidified with 0.1% TFA solution, and loaded onto the equilibrated, high‐pH, reversed‐phase fractionation spin column. Peptides were bound to the hydrophobic resin under aqueous conditions and desalted by washing the column with water by low‐speed centrifugation. A step gradient of increasing acetonitrile concentrations in a volatile high‐pH elution solution was then applied to the columns to elute bound peptides into 10 different fractions collected by centrifugation. The collected fractions were desalted on C18 cartridges (Empore™ SPE Cartridges C18 (standard density), bed I.D. 7 mm, volume 3 mL, Sigma) and concentrated by vacuum centrifugation.

### 2.6 LC‐MS/MS analysis

LC‐MS/MS analysis was performed using a mass spectrometer (Thermo Scientific) with peptides loaded onto a reversed‐phase trap column (Thermo Scientific Acclaim PepMap100) connected to a C18 reversed‐phase analytical column (Thermo Scientific Easy Column). It was then separated using 0.1% formic acid and eluted with a linear gradient of 84% acetonitrile and 0.1% formic acid at 300 nL/min controlled by IntelliFlow technology. The mass spectrometer was operated in positive ion mode. MS data were acquired using the data‐dependent top10 method, with HCD fragmentation based on the most abundant precursor ion in the survey scan (300–1800 m/z).

### 2.7 Data processing

Differential expression in transcriptomics was investigated using the DESeq2 package in R software, and genes were defined as differentially expressed genes (DEGs) after CPVA when |log_2_ Fold Change| ≥1, corrected *p* < 0.05. The differential expression of proteins was analysed using the *T* test, and proteins were defined as differentially expressed proteins (DEPs) when |log_2_ Fold Change| ≥0.26 and *p* < 0.05.

### 2.8 Enrichment analysis

Gene Ontology (GO) annotation and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis were performed on the DAVID database (https://david.ncifcrf.gov/). GO and pathway enrichment analyses were performed for DEGs and DEPs, respectively, by using *p* < 0.05 as a threshold.

### 2.9 Isolation of primary rat atrial myocytes

Primary atrial myocytes were isolated from 1‐ to 3‐day‐old SD rats. Atrial tissue was cut into pieces. Then, they were digested in 0.08% EDTA‐free trypsin (Solarbio, Beijing, China) at 4°C overnight, washed with calcium‐ and magnesium‐containing Hanks solution, and digested in 0.08% collagenase type II until the tissue was not visible. The cell suspension was seeded in a culture dish and allowed to adhere for 2 h to isolate primary fibroblasts and primary atrial myocytes, and the primary atrial myocytes were seeded in a new culture plate. Primary atrial myocytes were cultured in high glucose medium containing 10% foetal bovine serum, 1% penicillin–streptomycin and 0.01% bromodeoxyuridine (Sigma, Shanghai, China) for purification of atrial myocytes.

### 2.10 Cell counting kit‐8 (CCK‐8) assay

Cell growth was detected using a Cell Counting Kit‐8 (CCK‐8) assay (Elabscience, Wuhan, China). Rat primary atrial myocytes were seeded into 96‐well plates (5000–8000 cells per well) and cultured overnight. Subsequently, NPY (MCE, Cat. No: HY‐P0198A) treatments were administered at concentrations of 0, 1, 10, 50, 100, 150, 200, 250 and 300 nM. After 48 h of incubation, 10 μL/well of CCK‐8 dilution was added to each well, followed by an additional 2 h of incubation. Absorbance was checked at 450 nm using an ultraviolet spectrophotometer (Molecular Devices, CA, USA).

### 2.11 Flow cytometry

Apoptosis detection was performed using Annexin V‐FITC and PI apoptosis kits (Yeasen Biotechnology, Shanghai, China). Primary rat atrial myocytes were cultured in 6‐well plates and treated with different concentrations of NPY for 48 h. The cells were digested with EDTA‐free trypsin, washed 3 times with PBS and stained with Annexin V‐FITC and PI. The fluorescence emitted by the cells was analysed by flow cytometry to obtain events for each sample using an overall “dot plot”, where each dot corresponds to a single event of a specific fluorescence signal signature of the reference axis. The data were analysed using Flow Jo 10.6.2 software.

### 2.12 Immunofluorescence

Primary rat cardiac fibroblasts were treated with varying concentrations of NPY. They were fixed in 4% paraformaldehyde, incubated with primary antibodies according to the instructions at 4°C overnight and then treated with fluorescent secondary antibodies and incubated at 37°C for 1.5 h. DAPI (Beyotime Biotechnology, Beijing, China) was added and incubated for 5 min at room temperature. The anti‐quencher (Servicebio, Wuhan, China) was added dropwise to the coverslip and observed under a fluorescence microscope. The expression levels of fibronectin (Servicebio, 1:1500, 113,491) and collagen III (Servicebio, 1:250, 11,629) were measured. Statistical analysis.

### 2.13 Western blot

The isolated target atrial muscle tissue was ground by a tissue grinder, or the treated rat primary atrial muscle cells were lysed in a mixture of rapid tissue lysis solution (RIPA, Beyotime Biotechnology, Beijing, China), protease inhibitor (PMSF, Beyotime Biotechnology, Beijing, China) and phosphatase inhibitor (Beyotime Biotechnology, Beijing, China). Supernatants were separated using a high‐speed, and the protein concentration was measured using BCA (Beyotime Biotechnology, Beijing, China). Depending on the measured protein concentration, proteins were loaded onto SDS–PAGE gels and polyvinylidene (PVDF) membranes. The secondary antibody (HRP‐labelled goat anti‐rabbit IgG, Beyotime Biotechnology, Beijing, China; dilution, 1:10,000) for 50 min the next day. The expression levels of β‐actin (CST, 1:1000, 3700), NPY (CST, 1:1000, 11,976), Fibronectin 1 (Abcam, 1:1000, ab268020), Collagen III (Proteintech, 1:500, 22,734‐1‐AP), FAP (Abcam, 1:1000, ab314456), Vimentin (Abcam, 1:1000, ab92547), α‐SMA (Proteintech, 1:500, 55,135‐1‐AP), Bcl2 (Proteintech, 1:1000, 26,593‐1‐AP), Bax (CST, 1:1000, 2772), Collagen I (Abcam, 1:1000, ab260043), TGF β 1 (Abcam, 1:1000, ab215715), p‐Akt Ser473 (CST, 1:2000, 4060) and Akt (CST, 1:1000, 4691) were detected. The grey values of each band were quantified using ImageJ v.1.53a software and normalized to β‐actin.

### 2.14 Real‐time fluorescence quantitative PCR analysis

RNA was extracted from target atrial tissue and primary rat cardiomyocytes by the TRIzol method. First‐strand cDNA was synthesized using a reverse transcription kit (Invitrogen Carlsbad, CA, USA). Relative mRNA expression of the genes was measured by a real‐time quantitative PCR kit (Invitrogen). The PCR primer sequences of each gene were as follows: FORWARD: 5′‐TGCGACACTACATCAACCTCATCAC‐3′ and REVERSE: 5′‐AGAAGGGTCATCCAGCCTAGTTCTG‐3′.

### 2.15 Statistical analysis

Baseline characteristics for statistical analysis were script statistics. All numerical variables are expressed as the mean ± standard deviation. Unpaired two‐tailed Student's *t* test was used to determine the difference between the two groups, while analysis of variance (ANOVA) followed by Bonferroni's post hoc test was applied for multiple comparisons. For groups with only one variable, one‐way ANOVA was used, while two‐way ANOVA was performed for the two categorical independent variables. Categorical variables are expressed as numbers, and percentages were compared for statistical analysis using GraphPad Prism v.9 software.

This paper's Methods section provides essential details about the experiments. Additional experimental methods and further detailed information can be found in the supplementary materials.

## 3 RESULTS

### 3.1 Establishment of the CPVA model and cardiac electrophysiological examination

Ten canines remained stable during the procedure, and subsequent analyses were based on these canines.

Cardiac electrophysiological testing revealed a significant shortening in AERP in the CPVA group 6 months postablation compared to preablation. Specifically, the AERP was shortened from 117 to 92 ms in the CPVA group (Figure 1C). In addition, compared with the control group, the AERP was also significantly shortened in the CPVA group (Figure 1E). The incidence of atrial tachycardia was detected through burst stimulation. As indicated by the results, the incidence of AF and PAT in the CPVA group was higher than the control group (Figure 1F,G).

### 3.2 Transcriptome and proteome analysis

Thirty‐one thousand eight hundred ninety‐seven genes were detected using high‐throughput sequencing technology; a total of 259 DEGs were screened (237 genes significantly upregulated and 22 genes significantly downregulated). 

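RNA was sequenced from target atrial tissue of 5 canines of the CPVA group and 5 canines of the control group, which underwent thoracotomy without ablation. The tissue was taken within a radius of 1 cm of the ablation line, 6 months after the operation, and mRNA was enriched with oligo(dT) beads. The authors deposited 1 value per gene and library in FPKM, the fragments per kilobase of gene length relative to the fragments counted in the library, a unit that is already scaled for gene length and for depth. The paper's text does not name the aligner, the counting tool or the genome build. The values kept full precision, so the whole reads, gene lengths and library totals behind them could be worked out from the steps between the values. Between 19887204 and 25589445 reads per library were counted on genes in the control group, with a median of 21008617. In the CPVA group, this number ranged from 15120163 in CPVA3 to 25592249 in CPVA2, with a median of 20382186. The paper tested differential expression with DESeq2. Here, log2(FPKM + 0.1) was compared between the groups with limma, with Benjamini-Hochberg adjustment, for genes with a mean FPKM of at least 0.1 over the 10 libraries. DEGs were defined by the paper's thresholds, an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The pseudocount of 0.1 makes the fold change of genes with low FPKM smaller than the ratio of their group means. Table S1 pairs 20 gene identifiers with symbols, and only these genes are named by symbol; NPY and the other genes named in Figure 2C were not analysed here.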

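The test covered 19222 genes. With limma, 0 genes were higher and 0 genes were lower in the CPVA group at an adjusted p under 0.05 and an absolute log2 fold change of at least 1, and the smallest adjusted p was 0.0708. At an unadjusted p under 0.05 with the same fold change, 662 genes differed, of which 554 were higher and 108 were lower in the CPVA group. Apart from the unadjusted threshold, the choice that moved the number of DEGs most was weighting each library by limma's estimate of its quality, which gave 6 DEGs, 5 higher and 1 lower. The largest weight, 3.39, went to CPVA2. This library was close to a weighted sum of other CPVA libraries, so its weight may not reflect quality. Leaving out CPVA1 gave 4 DEGs, and 1351 genes at the unadjusted p with the same fold change, while leaving out CPVA2 gave 0 DEGs and 433 such genes. The values of the 5 CPVA libraries and the 5 control libraries did not overlap for 243 genes, 1.26% of the genes tested, against 0.794% given on average by chance. Since genes vary together, this share can stray from that average without a group difference.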

A volcano plot elucidated the variance in DEGs based on *p* value and log_2_FoldChange (Figure 2A). 

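In the limma test, 1434 genes had an unadjusted p under 0.05, against 961.1 expected on average if no gene differed. Genes vary together across libraries, so such a count spreads more widely than for independent genes. With the fold change of at least 1 added, 6 of 100 splits into 5 and 5, the real one included, gave as many genes. Among genes whose groups did not overlap, the 2 with the smallest p that were higher in the CPVA group were ENSCAFG00000026088 and ENSCAFG00000031897. ENSCAFG00000026088 had 0 reads in each control library and 1 to 4 reads in each CPVA library, which is too few for a fold change. ENSCAFG00000031897 had 56.3 ± 6.56 FPKM in the CPVA group and 21.6 ± 5.93 FPKM in the control group (SD, n = 5 each). Its log2 fold change was 1.41 (standard error 0.18, adjusted p = 0.0708 from limma). The 2 genes with the smallest p in the other direction were ENSCAFG00000022722, with 31.9 ± 5.72 FPKM in the CPVA group and 64.95 ± 9.31 FPKM in the control group, and ENSCAFG00000018654, with 20.35 ± 8.16 and 64.55 ± 25.5 FPKM (SD, n = 5 each). Their adjusted p were 0.135 and 0.341 from limma. In an exact two-sided permutation test, each of these 4 genes had p = 0.00794, the smallest p that 5 libraries against 5 allow, which their choice among genes without overlap fixes. With library weights, which were largest for CPVA2, ENSCAFG00000031897 and ENSCAFG00000022722 passed the thresholds, with limma adjusted p of 0.0167 and 0.0155. Over the alternatives, these limma p ranged up to 0.738 for both. ENSCAFG00000031897 also passed without Control4 and ENSCAFG00000022722 without CPVA1, with limma adjusted p of 0.0476 and 0.0453. CCL20 (ENSCAFG00000010505), a chemokine gene, had 0 reads in each control library and in CPVA1, CPVA4 and CPVA5. It had at least 43 reads in CPVA2 (11.4 FPKM) and at least 121 reads in CPVA3 (54.4 FPKM), the smallest whole reads that the values of 2 libraries allow. Against a floor of 3 reads per control library, its mean was at least 14.1-fold higher in the CPVA group, or at least 3.05-fold higher without CPVA3. The 2 libraries with reads did not separate the groups (exact two-sided permutation test, p = 0.444, also after adjustment over the 20 genes of Table S1; adjusted p = 0.695 from limma).

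**Figure D1:**
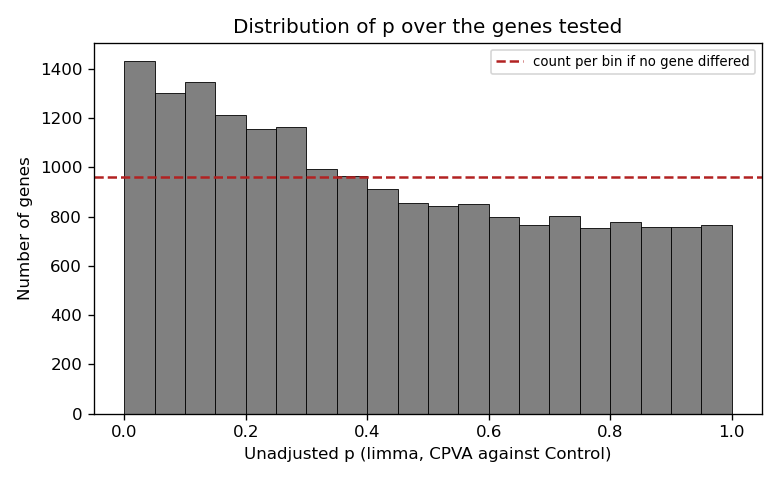
Number of genes (y axis) in each bin of the unadjusted limma p (x axis) for CPVA against control, over the 19222 genes tested. The dashed line marks the 961.1 genes per bin given on average if no gene differed. The lowest bin holds 1434 genes. Genes vary together, so a bin can stray from the line without a group difference.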

The DEGs are further demonstrated (Figure 2C) (Table S1).

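All 20 genes of Table S1 were higher in the CPVA group, with log2 fold changes on the log2(FPKM + 0.1) scale from 1.15 to 3.89 in limma. Their adjusted p lay between 0.638 and 0.737 over all genes tested and between 0.100 and 0.231 adjusted over the list alone, so 0 genes passed the threshold either way; 4 had an unadjusted p under 0.05. The list was chosen by the study on these libraries, so the adjustment over the list is not independent evidence. CD5L (ENSCAFG00000016447), a gene of macrophages, had 49.4 ± 84.55 FPKM in the CPVA group and 0.0706 ± 0.0512 FPKM in the control group (SD, n = 5 each), a ratio of means of 699, or 182.5 without CPVA3. The SD of the CPVA group was larger than its mean because CPVA3 had 6007 reads and CPVA2 had 2671 reads, while each of the other 8 libraries had at most 6 reads. The scavenger receptor gene MARCO (ENSCAFG00000004913) had 5343 reads in CPVA3, 2214 reads in CPVA2 and at most 11 reads elsewhere. MMP1 (ENSCAFG00000015054) had 142.6 FPKM in CPVA3 and 36.0 FPKM in CPVA2, and its next highest value was 1.82 FPKM in Control1. CPVA3 was the highest library for 18 of the 20 genes, and for these genes CPVA2 and CPVA3 together held at least 81.0% of the summed FPKM of the CPVA group. The FPKM of CPVA2 was 0.209 to 0.3165 of that of CPVA3 for these 18 genes. NDST4 (ENSCAFG00000012211) and SPOCK3 (ENSCAFG00000008936) were highest in CPVA5, with 53 and 177 reads, followed by CPVA2 with 30 and 106 reads. For 8 of the 20 genes, each control library had 3 reads or fewer, so that only a lower bound of the ratio can be given. Leaving out CPVA3 lowered the median log2 fold change of the 20 genes in limma from 2.71 to 1.61, and leaving out CPVA2 lowered it to 2.07. With the 8 genes at their lower bounds, the median log2 ratio of mean FPKM was 6.36, and it was 4.51 without CPVA3 and 6.36 without CPVA2. The unchanged value without CPVA2 says little. For the 18 genes highest in CPVA3, CPVA2 lay near the mean of the CPVA group, so leaving it out could hardly move that mean. Without CPVA3, CPVA2 was the highest CPVA library for these 18 genes, so the 4.51 rests largely on CPVA2.

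**Figure D2:**
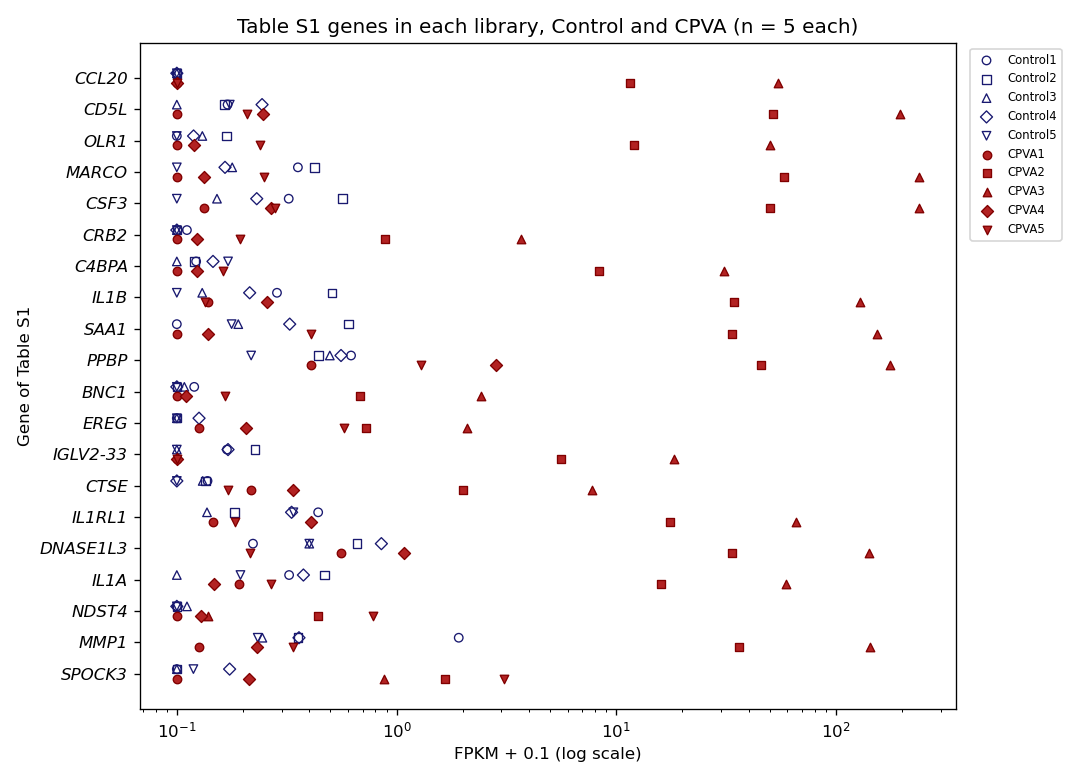
FPKM + 0.1 on a log scale (x axis) of the 20 genes of Table S1 (y axis) in each library; open symbols are the 5 control libraries and filled symbols the 5 CPVA libraries. For 18 genes, CPVA3 is farthest to the right and CPVA2 next, and for CD5L each other library had at most 6 reads.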

**FIGURE 2:**
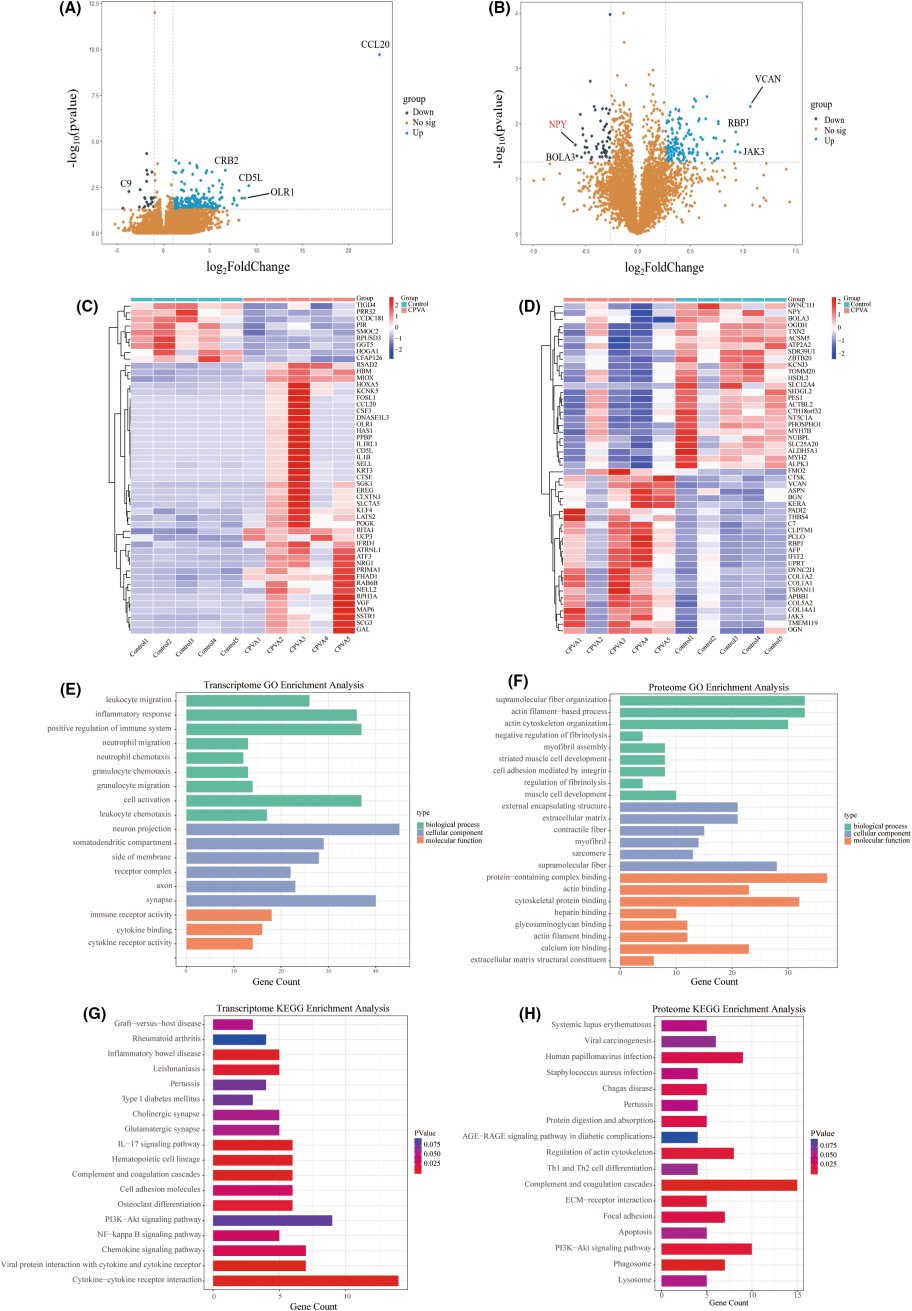
(A) Volcano plot of transcriptome results after CPVA. (B) Volcano plot of proteome results after CPVA. (C) Heatmap analysis of differentially expressed genes after CPVA. (D) Heatmap analysis of differentially expressed proteins after CPVA. (E) GO terms of DEGs after CPVA. (F) GO terms of DEPs after CPVA. (H) KEGG terms of DEGs after CPVA. (G) KEGG terms of DEPs after CPVA. (E) Combination of the pathways enriched in DEGs and DPEs. BP, Biological process; CC, Cellular component, MF, Molecular function. KEGG, Kyoto Encyclopedia of Genes and Genomes; DEGs, Differentially expressed genes; DEPs, Differentially expressed proteins; GO, Gene Ontology.

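Of the genes in the heat map, 10 have an identifier in Table S1. Each of these 10 genes had its highest FPKM in CPVA3 and its second highest in CPVA2. OLR1 (ENSCAFG00000013495) had 49.98 FPKM in CPVA3, 11.9 FPKM in CPVA2 and 0.140 FPKM in CPVA5, with a mean of 0.0237 ± 0.0283 FPKM in the control group (SD, n = 5). DNASE1L3 (ENSCAFG00000007419) had 140.8 FPKM in CPVA3 and 33.7 FPKM in CPVA2, and its 3 other CPVA values were 0.461, 0.983 and 0.114 FPKM, against 0.122 to 0.753 FPKM in the control group. CTSE (ENSCAFG00000010206), which encodes a protease, had 145 reads in CPVA3, 61 in CPVA2 and 2 to 6 in the other CPVA libraries, against at most 1 read in a control library. Its FPKM was higher in each of the 5 CPVA libraries than in each control library (exact two-sided permutation test, p = 0.00794, or 0.0794 adjusted over the 20 genes of Table S1, where EREG has the same p although 1 CPVA and 1 control library tie in its reads), and the mean was at least 18.2-fold higher against a floor of 3 reads, or at least 5.30-fold higher without CPVA3. With limma, 0 of the 10 genes had an adjusted p under 0.05, and 3 had an unadjusted p under 0.05.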

TMT labelling LC‐MS/MS technology detected 4417 proteins, 186 DEPs were screened (134 of which were significantly upregulated and 56 were significantly downregulated). A volcano plot elucidated the variance in DEPs based on *p* value and log_2_FoldChange (Figure 2B). The top DEPs are further demonstrated (Figure 2D; Table S2). We chose the most highly downregulated protein, NPY for further study.

### 3.3 GO and KEGG enrichment analyses

DEGs and DEPs were categorized and annotated by GO functional, which used three structured and controlled vocabularies to describe the gene and protein products in terms of associated biological processes (BPs), cellular compositions (CCs) and molecular functions (MFs). 

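Table S1 holds 3 genes that encode interleukin 1 alpha, interleukin 1 beta and serum amyloid A, which are released in inflammation. IL1B (ENSCAFG00000007249) had 32.5 ± 55.4 FPKM in the CPVA group and 0.148 ± 0.163 FPKM in the control group (SD, n = 5 each), with 127.9 FPKM in CPVA3 and 34.1 FPKM in CPVA2. In CPVA1, CPVA4 and CPVA5 it had 1, 4 and 1 reads, within the range of 0 to 12 reads in the control group. IL1A (ENSCAFG00000007245) had 951 reads in CPVA3, 431 reads in CPVA2 and at most 9 reads in any other library. SAA1 (ENSCAFG00000015205) had 152.6 FPKM in CPVA3 and 33.6 FPKM in CPVA2, and at most 0.506 FPKM elsewhere. Exact two-sided permutation tests of mean log2(FPKM + 0.1) did not separate the groups, with p = 0.302 for IL1B, p = 0.333 for IL1A and p = 0.333 for SAA1. After adjustment over the 20 genes of Table S1, the permutation p was 0.417 for each gene. Genes of the neuronal terms carry no symbol in the values used here and were not analysed here.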

The results showed that the functions of DEGs were mainly involved in the following biological processes: neuronal action potential; transmission of nerve impulse; leukocyte migration; action potential; neutrophil chemotaxis and inflammatory response (Figure 2E). The results showed that the functions of DEPs were mainly involved in the following biological processes: actin filament‐based process; actin cytoskeleton organization; negative regulation of fibrinolysis; myofibril assembly; striated muscle cell development; cell adhesion mediated by integrin; and regulation of fibrinolysis (Figure 2F).

KEGG pathway analysis showed that the DEGs were enriched in the following pathways: cytokine–cytokine receptor interaction; IL‐17 signalling pathway; chemokine signalling pathway; NF‐kappa B signalling pathway; cell adhesion molecules; cholinergic synapse; glutamatergic synapse; and PI3K‐Akt signalling pathway (Figure 2G). 

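Among the cytokine and cytokine receptor genes of Table S1, CSF3 (ENSCAFG00000016261), which encodes granulocyte colony-stimulating factor, had 5386 reads in CPVA3 (238.4 FPKM), 1906 reads in CPVA2 (49.85 FPKM) and at most 16 reads in any other library. The chemokine gene PPBP (ENSCAFG00000031174) had 176.3 FPKM in CPVA3 and 45.4 FPKM in CPVA2. It also had 2.73 FPKM in CPVA4 and 1.19 FPKM in CPVA5, above the highest control value of 0.521 FPKM, and it was higher than each control library in 4 of the 5 CPVA libraries (exact two-sided permutation test, p = 0.0397, or 0.1587 adjusted over the 20 genes of Table S1; adjusted p = 0.638 from limma). IL1RL1 (ENSCAFG00000002142), the receptor gene of interleukin 33, had 65.5 FPKM in CPVA3, 17.4 FPKM in CPVA2 and 0.0467 to 0.309 FPKM in the other CPVA libraries, against 0.186 ± 0.124 FPKM in the control group (SD, n = 5). No pathway annotation was used here, so the enrichment itself was not computed.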

KEGG pathway analysis showed that the DEPs were enriched in the following pathways: complement and coagulation cascades; PI3K‐Akt signalling pathway; ECM‐receptor interaction; regulation of actin cytoskeleton; apoptosis; Th1 and Th2 cell differentiation; and AGE‐RAGE signalling pathway in diabetic complications (Figure 2H).

The PI3K‐Akt signalling pathway was enriched in KEGG pathway enrichment analysis of DEGs and DEPs. Thus, we suggest that the activation of PI3K‐Akt signalling pathway may influence the changes in target atrial tissue after CPVA.

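EREG (ENSCAFG00000031443) encodes epiregulin, a growth factor whose receptor acts upstream of PI3K and Akt. It had 1, 30, 56, 4 and 20 reads in CPVA1 to CPVA5, and 1 read in the control group, in Control4. CPVA1 and Control4 therefore tied in reads, and their FPKM of 0.0263 and 0.0262 differed by their library totals alone, so that 4 of the 5 CPVA libraries were above the control group. Its mean FPKM was at least 8.74-fold higher in the CPVA group against a floor of 3 reads per control library, or at least 4.20-fold higher without CPVA3, and its adjusted p from limma was 0.638 over all genes tested. CSF3, set beside EREG in a list of PI3K-Akt ligands fixed beforehand, had at most 16 reads in any library other than CPVA2 and CPVA3. Its exact two-sided permutation p was 0.238, or 0.417 adjusted over the 20 genes of Table S1. AKT1 and the other core genes of the pathway were not analysed here. From the enrichment of the PI3K-Akt signalling pathway among both DEGs and DEPs, the paper proposes that its activation may influence the changes in target atrial tissue after CPVA.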

### 3.4 Neuropeptide Y was decreased and fibrosis‐associated protein was increased in target atrial muscle after CPVA

Western blotting and q‐PCR results showed that NPY expression was reduced in the CPVA group compared with the control group in the long‐term (Figure 3A,B).

**FIGURE 3:**
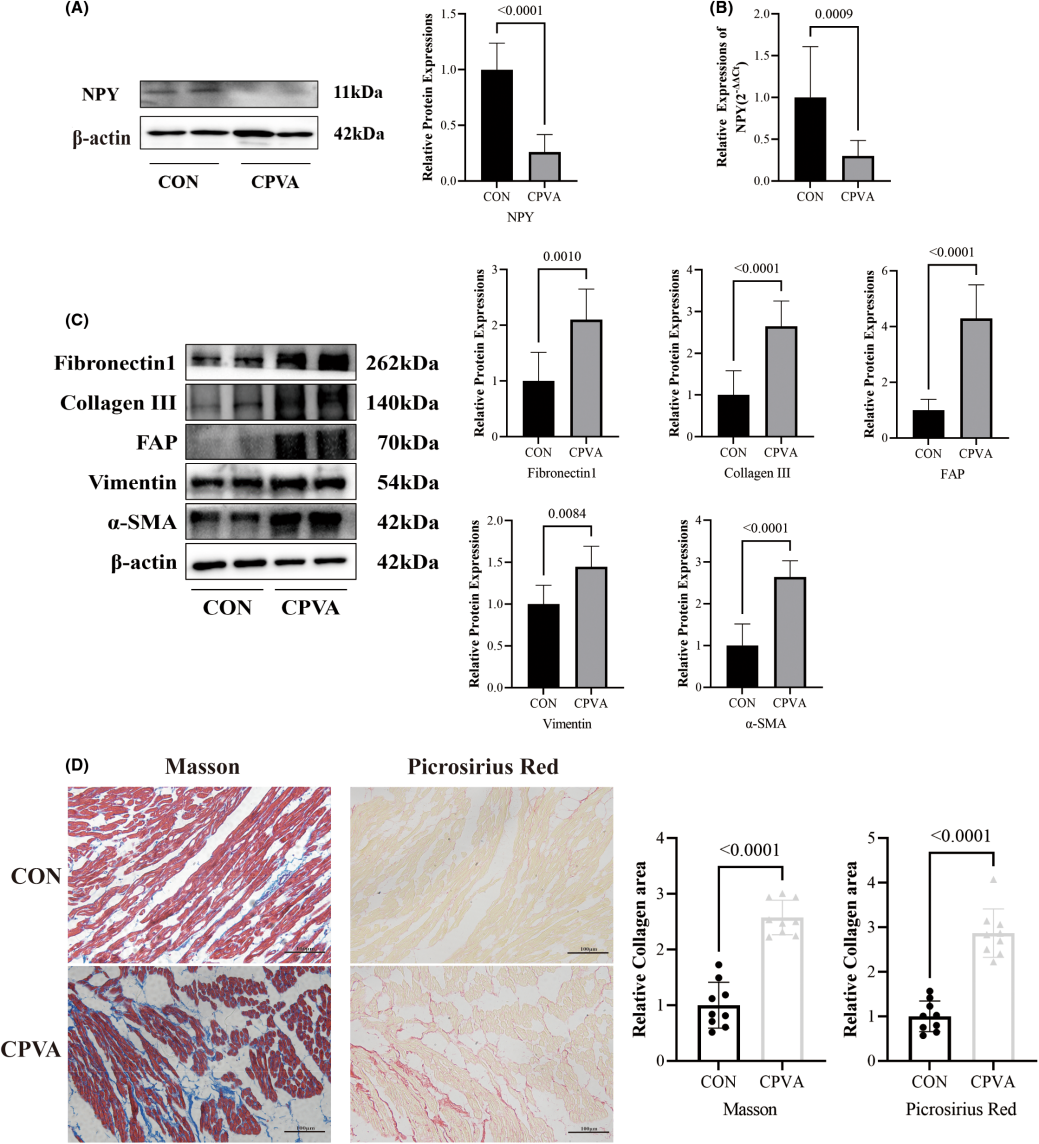
Changes in NPY expression and fibrosis degree in target atrial tissue 6 months after CPVA. (A) The relative expression of NPY in the control group and CPVA group was detected by Western blotting. (B) The relative expression of NPY in the control group and CPVA group was analysed by qRT–PCR. (C) The relative expression of Fibronectin1, Collagen III, FAP, Vimentin, α‐SMA in the control group and CPVA group was detected by Western blotting. (D) Masson staining and picrosirius red staining and relative quantitative analysis of collagen area percentage in target atrial tissue (*n* = 9, magnification 200×, scale bars show 100 μm).

Western blotting results showed that the expression of Fibronectin1, Collagen III, FAP, Vimentin, α‐SMA was significantly higher in the target atrial muscle tissue of the CPVA group than that of the control group (Figure 3C). Masson staining and picrosirius red staining also showed that the degree of fibrosis was significantly higher in the target atrial muscle tissue of the CPVA group than that in the control group (Figure 3D). Therefore, we believe that fibrosis in the target atrial muscle tissue increased in the long‐term after CPVA, but the relationship between NPY and fibrosis remains elusive.

### 3.5 Neuropeptide Y can alleviate apoptosis of primary atrial myocytes and inhibit Akt activation of primary fibroblasts

Neuropeptide Y can alleviate the degree of apoptosis in primary rat atrial myocytes through the Bcl2‐BAX pathway. Primary atrial myocytes were treated with different concentrations of NPY, and CCK‐8 results showed that cell viability was best at 150 nM (Figure 4A). Therefore, the cells were divided into a control group, a low‐concentration NPY group (10 nM) and a high‐concentration NPY group (150 nM) and stimulated for 48 h. Flow cytometry showed that the apoptosis of primary rat atrial myocytes treated with 150 nM NPY was significantly lower than that of the control group (Figure 4B). Western blotting results showed that Bcl2/BAX was significantly increased in primary rat atrial myocytes treated with 0, 10 and 150 nM NPY, especially when treated with 150 nM (Figure 4C). Therefore, we suggest that NPY can alleviate the degree of apoptosis in rat primary atrial myocardium through the Bcl2‐Bax pathway. In addition, we found that the addition of NPY decreased the P‐Akt/Akt ratio in primary cardiac fibroblasts (Figure 4D).

**FIGURE 4:**
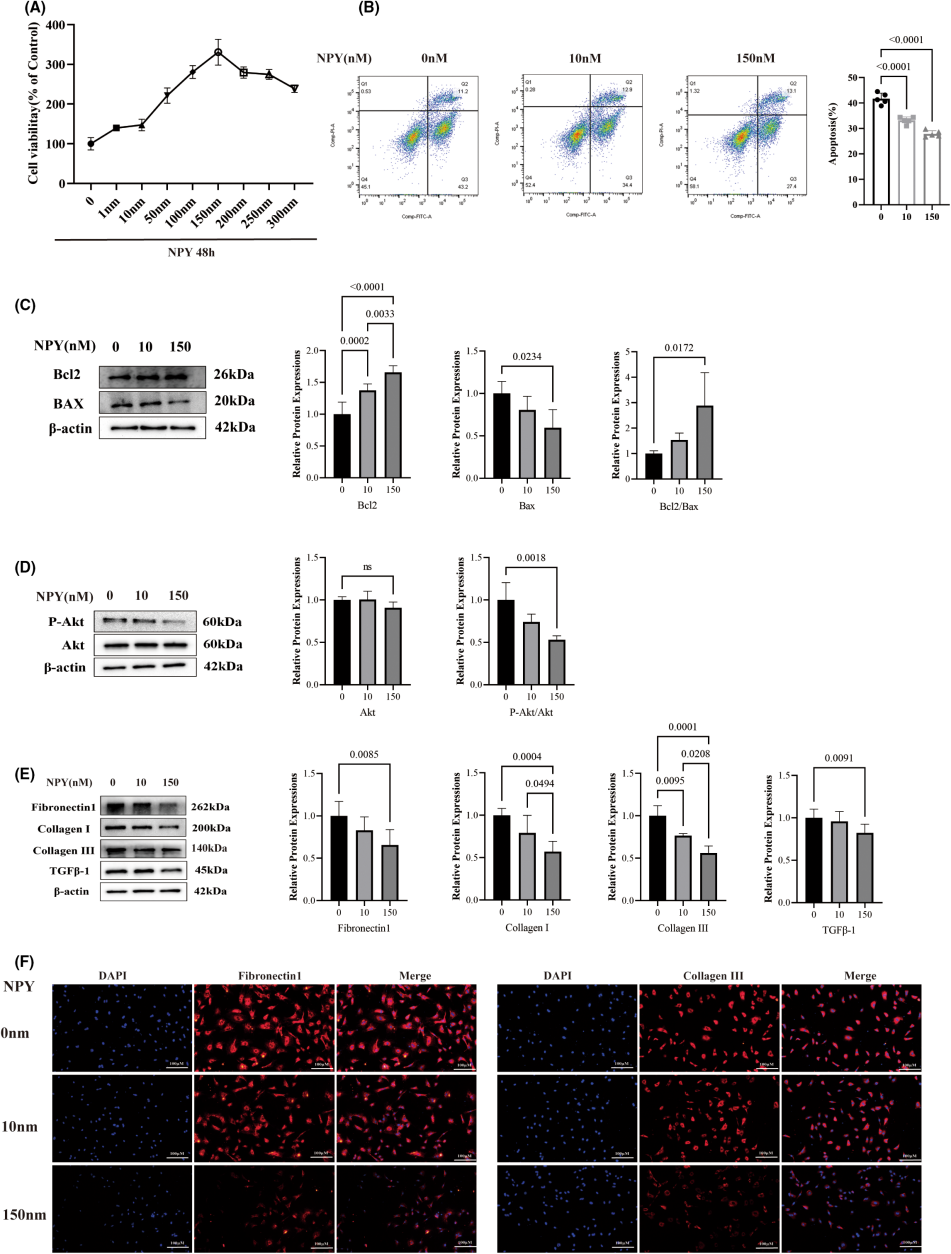
NPY alleviates apoptosis in primary rat atrial myocytes. (A) The CCK‐8 method was used for detecting the cell survival rate of the rat primary cells under the stimulation of different concentrations of NPY. (B) Flow cytometry was used to detect apoptosis and the quantitative percentage of primary cells stimulated by different concentrations of NPY. (C) The relative expression of Bcl‐2/Bax was detected by Western blot. (D) The relative expression of P‐Akt and Akt was detected by Western blot. NPY decreased the degree of fibrosis in rat primary cardiac fibroblasts and decreased Akt activation. (E) The relative expression of fibronectin 1, collagen I, collagen III and TGFβ‐1 was detected by western blotting. (F) The expression of fibronectin 1 and collagen III was detected by immunofluorescence.

### 3.6 Neuropeptide Y can inhibit the degree of fibrosis

Neuropeptide Y inhibits fibrosis in primary rat atrial fibroblasts. Western blotting showed that fibronectin 1, collagen I, collagen III and TGFβ‐1 were inhibited to different degrees in rat primary atrial fibroblasts treated with different concentrations of NPY (Figure 4E). By immunofluorescence staining, fibronectin 1 and collagen III showed the same trend (Figure 4F). Therefore, we suggest that NPY inhibits the degree of fibrosis in rat primary atrial fibroblasts, which may be related to its reduction in cardiomyocyte apoptosis and inhibition of Akt activation.

## 4 DISCUSSION

In this study, we found that the AERP of target atrial muscle tissue was shortened and fibrosis was increased after CPVA in the long‐term beagle canine model with CPVA. Transcriptome and proteomics shown differentially expressed genes, proteins and signalling pathway in the long‐term model of CPVA. In addition, NPY was found to be the most remarkably downregulated protein after CPVA. Moreover, NPY can alleviate the apoptosis of primary atrial myocytes and inhibit the activation of Akt in fibroblast and finally inhibit the fibrosis.

Atrial fibrillation is generally caused by ectopic activity, which usually originates from the PV.^19^, ^20^ CPVA can eliminates AF by blocking the conduction of ectopic activity from the PV to LA. However, AF recurrence still occurs frequently after successful PVI.^8^ These AF recurrence may be due to reconnection of PV‐LA or may be mediated by other arrhythmogenic factors present in various regions of the atrium.^21^, ^22^ A clinical study showed that PV reconnection was found in only 8.7% of patients with late gadolinium‐enhanced MRI used to assess the LA 3 months after ablation, specifically to assess the presence of continuous patchy scarring on the PVI line.^23^ Another clinical study^24^ showed that an invasive restudy of patients without AF recurrence for 1 year found restoration of PV conduction in 90.6% of patients, with similar incidence of PV reconnection in patients with and without AF recurrence. Early cicatricial PV reconnection does not fully explain the long‐term recurrence after CPVA. Our study found that beagle canines had a shortened left atrial AERP at 6 months after CPVA, which was more likely to induce AF in the long run, suggesting that some mechanism after CPVA causes AF reinduction.

In our study, we detected 31,897 different RNAs by high‐throughput RNA‐seq, of which 259 exhibited significant differences. 

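The table lists 31897 genes, of which 30424 carry an Ensembl identifier and 1473 are gene models named by the authors. Of these, 27638 had an FPKM above 0 in at least 1 of the 10 libraries, 22784 reached an FPKM of 0.1 in at least 1 library, and 17032 were above 0 in all 10 libraries. A single library held between 19899 genes above 0 in Control5 and 22853 in Control1. In 2524 genes, reads were found in 1 library only. With each library left out in turn, the number of genes above 0 in at least 1 library stayed between 27009 and 27558.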

The 4417 different proteins were detected by mass spectrometry, of which 186 exhibited significant differences. DEGs were more highly associated with inflammation, while DEPs were more highly associated with fibrosis and calcium transport. We suspect that this discrepancy may be due to two factors: on the one hand, there is a significant difference in detection thresholds between high‐throughput sequencing and mass spectrometry; on the other hand, there is post‐transcriptional regulation between mRNA and protein that has not been clarified.

Fibrosis was thought as the excessive deposition of extracellular matrix (ECM) proteins in parenchymal tissue, reflecting inappropriate or uncontrolled activation of repairing programmes.^25^, ^26^, ^27^ Myocardial fibrosis, including myocyte and collagen disorganization, ECM enlargement and left atrial fibrosis, has been reported to be independent factors for AF recurrence and a strong predictor of long‐term maintenance of sinus rhythm after AF ablation.^28^, ^29^ We found that the expression of collagen protein, including collagen I, collagen IV and collagen V, was significantly upregulated in the transcriptome and proteome of target atrial tissue after CPVA, and fibrosis‐related pathways, such as ECM‐receptor interactions and the PI3K‐Akt pathway, were enriched. The same results were obtained by fibrosis staining and quantitative analysis of related proteins in target atrial tissue, suggesting that atrial fibrosis may occur in long‐term ablation, which is a potential factor for AF reinduction.

Neuropeptide Y is the most downregulated DEP in our study, and it is the most abundant neuropeptide in the heart. However, it is rarely mentioned in AF studies. NPY is the pyramidal transmitter of norepinephrine in the sympathetic nerve and has effects on the whole cardiovascular system.^30^ NPY can be secreted from the sympathetic nerve endings of the heart and inhibits the release of acetylcholine from the parasympathetic nerve endings.^30^, ^31^, ^32^ NPY concentrations in normal human peripheral blood ranged from 90 to 140 pM.^33^ Tan et al.^9^ reported that adrenergic and cholinergic nerves were highly coaggregated within 5 mm of the PV‐LA junction, making highly selective ablation of vagus or sympathetic nerves impossible. Our previous study^16^ demonstrated that growth‐associated protein 43 (GAP43), tyrosine hydroxylase (TH) and choline acetyltransferase (CHAT) returned to preoperative levels at both 6 and 12 months after plexus ablation. These findings suggest that CA fails to maintain long‐term inhibition of cardiac autonomic nerves and that autonomic neuron remodelling will occur in the target atrial tissue late after ablation. Autonomic nerve redistribution and dysfunction may be the cause of NPY decrease in the long‐term after ablation.

Neuropeptide Y was reported to bind to receptors and play a role in cardiovascular diseases, including atherosclerotic ischaemia/infarction, arrhythmia, heart failure and hypertension.^30^, ^34^, ^35^ However, the role of NPY in cardiovascular disease was controversial, and many studies showed that the NPY had negative effects on cardiovascular system. It has been reported that plasma NPY levels are significantly elevated during myocardial infarction.^30^, ^36^ When sympathetic nerves are stimulated, NPY acts as a vasoconstrictor, causing chronic injury.^37^, ^38^ It had also been suggested that NPY was released when sympathetic nerve stimulation was a trigger for ventricular arrhythmia.^39^, ^40^ In contrast, in the myocardial infarction model, Qin et al.^41^ observed more severe myocardial infarction, higher mortality, progressive cardiac insufficiency, enlarged infarct size and increased cardiac inflammation and fibrosis in NPY‐deficient mice. Matyal et al.^42^ identified NPY as a potential therapeutic agent for apoptosis and fibrosis in a porcine model of chronic myocardial ischaemia. We speculated that the reason for the controversy may be that the effects of NPY on myocardium are concentration‐dependent. We treated primary rat atrial myocytes with appropriate concentrations of NPY, and apoptosis was alleviated. In addition, primary rat cardiac fibroblasts were treated with the same concentrations, and the degree of fibrosis and Akt activate were also alleviated. The role of the PI3K‐Akt signalling pathway in atrial fibrosis has been widely reported. Inhibition of PI3K‐Akt activation through different pathways has been observed to significantly improve atrial fibrosis.^43^, ^44^ Our previous study^45^, ^46^ showed that activation of the PI3K‐Akt signalling pathway in rats led to increased atrial fibrosis, which ultimately resulted in an increased rate of AF induction. Thus, we consider that NPY can inhibit fibrosis by alleviating the apoptosis of atrial myocytes and suppressing the activation of Akt in cardiac fibroblasts. However, the expression of NPY was decreased after CPVA, which led to the fibrosis of myocardium through the promotion of cardiomyocyte apoptosis and the activation of the PI3K‐Akt pathway in fibroblasts. Ultimately, this brings about the increased reinduction rate of AF in the long‐term.

Our study has some limitations. First, we did not deliberately observe the long‐term autonomic neuron remodelling by verifying GAP43, TH and CHAT because our previous studies and many other investigators had verified this phenomenon and the content of target atrial tissue is not enough. Second, we performed differential analysis only from different omics levels and coenriched pathways, focusing on the molecule NPY. In the future, we will explore other related targets and pathways and try to reveal the molecular mechanisms that may be related to AF reinduction. Third, we only studied the mechanism of NPY in apoptosis and fibrosis in vitro using primary rat atrial myocytes and didn't do interventional experiments in vivo. We hope to finish this work in the future study. Fourth, we lacked intervention on NPY receptors or on Akt activation to observe NPY ameliorating myocardial fibroblast fibrosis by inhibiting Akt activation and hope to test this mechanism in future studies.

## 5 CONCLUSIONS

In conclusion, our study suggests that the reinduction of long‐term AF in CPVA may be related to atrial fibrosis and the reduction in NPY. In vitro, we showed that NPY at appropriate concentrations can protect atrial myocytes from fibrosis by reducing cardiomyocyte apoptosis and inhibiting Akt activation in fibroblasts. This study provides novel insights for further study on the potential intervention targets of the AF recurrence mechanism.

## AUTHOR CONTRIBUTIONS

**Qiyuan Song:** Conceptualization (supporting); data curation (equal); methodology (equal); software (equal); validation (equal); visualization (equal); writing – original draft (equal); writing – review and editing (equal). **Ning Zhang:** Conceptualization (supporting); data curation (equal); methodology (equal); validation (equal). **Yujiao Zhang:** Data curation (equal); methodology (equal); software (equal); writing – review and editing (equal). **An Zhang:** Investigation (equal); software (equal). **Huilin Li:** Methodology (equal). **Shuting Bai:** Formal analysis (equal); visualization (equal). **Luxiang Shang:** Formal analysis (equal); visualization (equal); writing – review and editing (equal). **Juanjuan Du:** Conceptualization (supporting); formal analysis (equal); funding acquisition (equal); project administration (equal); resources (equal); supervision (equal); writing – review and editing (equal). **Yinglong Hou:** Conceptualization (lead); formal analysis (equal); funding acquisition (equal); project administration (equal); supervision (equal); writing – review and editing (equal).

## FUNDING INFORMATION

Natural Science Foundation of China (82100343), Shandong Province Natural Science Youth Foundation (ZR2020QH014 and ZR2022QH250), China Postdoctoral Science Foundation (2024M751869).

## CONFLICT OF INTEREST STATEMENT

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supporting information

Table S1.

Table S2.

## Data Availability

The transcriptome data that support the findings of this study are openly available in GEO DataSets at https://www.ncbi.nlm.nih.gov/gds/, reference number GSE248285. The proteome data that support the findings of this study are openly available in iproX DataSets at https://www.iprox.cn/page/home.html, reference number PXD046888.

# Supplementary material for: Multiomics analysis of canine myocardium after circumferential pulmonary vein ablation: Effect of neuropeptide Y on long‐term reinduction of atrial fibrillation
**Source:** J Cell Mol Med. 2024 Aug 6;28(15):e18582. doi: 10.1111/jcmm.18582
**Supplement:** Supplementary file 1 — Table S1.

**Supplementary Table 1：Top 20 DEGs**

| gene_id | gene_symbol | log2FoldChange | pvalue | padj |
| --- | --- | --- | --- | --- |
| ENSCAFG00000010505 | CCL20 | 23.2838 | 1.45E-14 | 2.01E-10 |
| ENSCAFG00000016447 | CD5L | 9.1767 | 3.09E-06 | 0.002664 |
| ENSCAFG00000013495 | OLR1 | 8.7743 | 3.05E-05 | 0.012228 |
| ENSCAFG00000004913 | MARCO | 8.4435 | 3.64E-05 | 0.012736 |
| ENSCAFG00000016261 | CSF3 | 8.149 | 6.84E-06 | 0.00472 |
| ENSCAFG00000046633 | CRB2 | 7.9504 | 0.000202 | 0.030683 |
| ENSCAFG00000024982 | C4BPA | 7.6125 | 6.05E-05 | 0.016407 |
| ENSCAFG00000007249 | IL1B | 7.5706 | 3.28E-05 | 0.012228 |
| ENSCAFG00000015205 | SAA1 | 7.4577 | 0.000148 | 0.026115 |
| ENSCAFG00000031174 | PPBP | 6.6637 | 1.45E-07 | 0.000391 |
| ENSCAFG00000013219 | BNC1 | 6.4079 | 0.001039 | 0.067979 |
| ENSCAFG00000031443 | EREG | 6.3468 | 2.32E-06 | 0.002211 |
| ENSCAFG00000013622 | IGLV2-33 | 6.265 | 0.01143 | 0.24242 |
| ENSCAFG00000010206 | CTSE | 6.2633 | 4.16E-06 | 0.003478 |
| ENSCAFG00000002142 | IL1RL1 | 6.1824 | 3.26E-05 | 0.012228 |
| ENSCAFG00000007419 | DNASE1L3 | 6.1544 | 9.91E-06 | 0.005913 |
| ENSCAFG00000007245 | IL1A | 6.0549 | 0.000218 | 0.032107 |
| ENSCAFG00000012211 | NDST4 | 5.8564 | 0.000294 | 0.036025 |
| ENSCAFG00000015054 | MMP1 | 5.8344 | 0.000364 | 0.039855 |
| ENSCAFG00000008936 | SPOCK3 | 5.8226 | 0.000884 | 0.062772 |

# Supplementary material for: Multiomics analysis of canine myocardium after circumferential pulmonary vein ablation: Effect of neuropeptide Y on long‐term reinduction of atrial fibrillation
**Source:** J Cell Mol Med. 2024 Aug 6;28(15):e18582. doi: 10.1111/jcmm.18582
**Supplement:** Supplementary file 2 — Table S2.

**Supplementary Table 2：Top 20 DEPs**

| gene_id | gene_symbol | FoldChange | pvalue | log2FoldChange |
| --- | --- | --- | --- | --- |
| ENSCAFP00000004135 | NPY | 0.662221 | 0.024601 | -0.59462 |
| ENSCAFP00000053222 | VCAN | 2.094833 | 0.00492 | 1.066835 |
| ENSCAFP00000022374 | JAK3 | 1.957985 | 0.033243 | 0.96937 |
| ENSCAFP00000050585 | RBPJ | 1.902817 | 0.014361 | 0.928137 |
| ENSCAFP00000013230 | THBS4 | 1.894949 | 0.032085 | 0.922159 |
| ENSCAFP00000043876 | UPRT | 1.768067 | 0.020844 | 0.822173 |
| ENSCAFP00000023268 | PADI2 | 1.739087 | 0.032774 | 0.79833 |
| ENSCAFP00000017808 | CTSK | 1.699283 | 0.01008 | 0.764926 |
| ENSCAFP00000006879 | CLPTM1 | 1.697057 | 0.009199 | 0.763035 |
| ENSCAFP00000047900 | IFIT2 | 1.684599 | 0.035498 | 0.752406 |
| ENSCAFP00000009210 | KERA | 1.680641 | 0.043301 | 0.749012 |
| ENSCAFP00000049612 | PCLO | 1.670925 | 0.018659 | 0.740647 |
| ENSCAFP00000003355 | OGN | 1.654618 | 0.047303 | 0.726498 |
| ENSCAFP00000048085 | COL5A2 | 1.608166 | 0.042829 | 0.685417 |
| ENSCAFP00000058078 | TSPAN11 | 1.579044 | 0.036729 | 0.659051 |
| ENSCAFP00000050714 | C7 | 1.575364 | 0.003266 | 0.655685 |
| ENSCAFP00000051570 | COL14A1 | 1.573916 | 0.034725 | 0.654358 |
| ENSCAFP00000004489 | AFP | 1.532327 | 0.019488 | 0.615724 |
| ENSCAFP00000028297 | BGN | 1.512534 | 0.017801 | 0.596968 |
| ENSCAFP00000009637 | APBB1 | 1.498142 | 0.008249 | 0.583174 |

How the deposited data were processed for this re-analysis (not part of the article)

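RNA-seq libraries of target atrial tissue from 5 canines of the CPVA group and 5 canines of the control group, taken 6 months after the operation, were analysed. The proteome, the Western blots, the qPCR and the rat cell experiments were not analysed here.

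The authors made FPKM values from the reads counted on each gene and deposited 1 value per gene and library; the paper's text does not name the aligner, the counting tool or the genome build, and names DESeq2 for the differential test. The table holds 10 columns, each of which was matched to a sample by name. Each FPKM value is a whole number of reads divided by a gene length and a library total, times a constant. The reads, gene lengths and library totals were therefore worked out from the ratios between libraries, which gave whole reads and a whole length for 99.98% of the genes with reads and at least 99.998% of the reads in each library. In a test on simulated reads, 99.95% of 21980 genes with reads in at least 5 libraries were recovered exactly, and the library totals were recovered with an error of 0 reads. For the 6487 genes with reads in 1 to 4 libraries, the number of reads is the smallest that the values allow. Among simulated genes with reads in 2 to 4 libraries, 99.6% were recovered exactly. Library totals ranged from 15120163 to 25592249 reads. Floors of 3 reads cover counting error only, since PCR copies are not independent molecules.

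FPKM values were taken as log2(FPKM + 0.1) and compared between the groups with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend), with Benjamini-Hochberg adjustment over the 19222 genes with a mean FPKM of at least 0.1. DESeq2, which the authors used, was not run, so whether it would give the paper's number of DEGs on the recovered reads was not tested. Single genes were compared with exact two-sided permutation tests of the difference in mean log2(FPKM + 0.1), over the 252 assignments of 5 of the 10 libraries. These tests used scipy 1.17.1 in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3). On simulated reads in which 200 genes were changed, limma on log2 FPKM called 91.5% of the changed genes and 11 unchanged genes among 18552 tested. The changed genes had an FPKM of at least 1 and a log2 change of 2 or 3 in either direction, and the spread was taken from the control libraries for both groups, so the share called does not carry over to genes that vary as widely as those of Table S1 in the CPVA group.

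The thresholds, the groups, the alternatives and the rule for named genes were fixed before the data were examined. The rule named the genes of Table S1 and of the paper's figures, and the 5 genes in each direction with the smallest p whose groups did not overlap. Only 2 genes in each direction are printed, because the table pairs no identifier with a symbol. The gene reference at hand, of the assembly UU_Cfam_GSD_1.0, paired 0 Ensembl identifiers with symbols, so symbols were taken from Table S1. NPY, the other genes of Figure 2C, and 11 lists of genes fixed beforehand (collagens, Western blot genes, extracellular matrix, cytokines, leukocytes, neurons, 2 PI3K-Akt lists and 3 lists of DEPs), as well as lists of cell type markers, were left out for this reason.

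Alternatives covered the pseudocount, the filter on low FPKM, the scaling of libraries, the replicate number as a block, the settings of eBayes, library weights, the thresholds, and leaving out each library in turn. After the data had been seen, limma voom and a quasi-Poisson test on the recovered reads were added. The same 200 changed genes were called at 90% by each of these tests. No pair of libraries held identical values. Each library was counted as 1 replicate, as the study's design gives it; this check does not show that the libraries are independent. The replicate numbers did not pair the libraries.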

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

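The gaps on the log2 scale, the tests of the rise in CPVA3, and the limits of 5, 10 and 20 times used to choose genes for them, were chosen after the result was seen.

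On linear FPKM, CPVA3 stood apart from the other 4 libraries of the CPVA group for 16 of the 20 genes of Table S1: the gap between CPVA3 and the next library, CPVA2, was more than 0.71 of the range of the group, the 95% critical value of Dixon's test for 5 values. As a share of the range, the gap was 0.79 for CCL20, 0.737 for CD5L, 0.761 for OLR1, 0.755 for MARCO, 0.791 for CSF3, 0.78 for CRB2, 0.733 for C4BPA, 0.734 for IL1B, 0.78 for SAA1, 0.744 for PPBP, 0.749 for BNC1, 0.759 for CTSE, 0.735 for IL1RL1, 0.762 for DNASE1L3, 0.733 for IL1A and 0.748 for MMP1. In the control group, Control1 stood apart for MMP1, with a gap of 0.925 of the range (72 reads), and Control4 for SPOCK3, with a gap of 0.743 (4 reads); no explanation was tested for these 2. These are 18 of 47 groups of libraries tested, against 2.4 given by chance, but the 16 genes are not independent, since the same library is the highest in each, and the list was chosen by the study for its differences. The 18 groups do not include the control group for CRB2, EREG and NDST4. There, 1 library had 1 read and the others had 0, so that a single read makes up the whole range. The result depends on the scale: on log2(FPKM + 0.1), the scale of the limma test, 0 of the 20 genes had a CPVA library past this critical value. For the 18 genes highest in CPVA3, the gap between CPVA3 and CPVA2 on the log2 scale was at most 0.397 of the range, with a median of 0.222, while the gap between CPVA2 and the next library had a median of 0.647, so that CPVA2 and CPVA3 stood apart together.

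The rise in CPVA3 was followed over all genes with at least 100 reads in CPVA3 and at least 20 times the share of reads in each of the 8 libraries other than CPVA2. Of these genes, 17 are in Table S1. Library size does not explain them: CPVA3 had the smallest total, and the largest library total was 1.69 times that of CPVA3. A loss of reads to a few abundant genes does not explain them either, since the scaling factor of CPVA3 by median of ratios was 0.804 for every gene, far from 20-fold. Gene length does not explain them either: over 14638 genes in 50 classes of like length, the median of CPVA3 against the mean of the other 8 libraries moved by at most 1.35-fold in a class. A source in another tissue cannot be told apart from new cells in the atrium. The 10 most abundant genes took 17.7% of the reads of CPVA3, against 24.7% to 32.5% in the other libraries, which either would give, and lists of cell type markers could not be scored without symbols. A response to CPVA in this canine is the biological explanation that the design offers, and it stays open and was not tested. The genes were chosen to be low in CPVA1, CPVA4 and CPVA5, so their levels there say nothing; for the 18 genes of Table S1 that were highest in CPVA3, which the study chose, the reads in each of these libraries and in the control group were at most 72.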

How the results depend on the processing

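Voom and the quasi-Poisson test were chosen after the result was seen.

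The number of genes detected was 27638. It was 17032 when FPKM above 0 was required in all 10 libraries, since that condition is stricter by construction, and from 27009 to 27558 across the 10 fits that each left out one library.

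The numbers of DEGs, of DEGs higher and of DEGs lower in CPVA were 0. They were 1, 1 and 0 with a pseudocount of 0.01, with median-of-ratios scaling, with quantile normalization and with eBayes without trend. With library weights, they were 6, 5 and 1, where CPVA2, whose independence is open, had the largest weight, 3.39, and CPVA3 the smallest, 0.336. They stayed 0 with a pseudocount of 1, without a filter, with a mean FPKM of at least 1 and with robust eBayes, where 176, 682, 281 and 655 genes passed at an unadjusted p under 0.05 with the same fold change, and with an adjusted p under 0.05 regardless of fold change. Across the fits that each left out one library, the number of DEGs ranged from 0 to 4, of those higher in CPVA from 0 to 3 and of those lower from 0 to 1; the 4 came without CPVA1, 3 without Control4 and 1 each without Control1, Control3 and CPVA5. The 1 gene called with a pseudocount of 0.01, median-of-ratios scaling, quantile normalization and eBayes without trend was ENSCAFG00000026088, which had at most 4 reads in any library. At an unadjusted p under 0.05 with an absolute log2 fold change of at least 1, 662 genes passed, 554 higher and 108 lower. The cause of the other changes was not tested.

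Of the genes passing this unadjusted threshold, 83.7% were higher in CPVA. With quantile normalization, which moved the median log2 fold change of all genes from 0.08 to -0.067, this share was 62.5%, with 392 genes higher and 235 lower. Their number was 176 with a pseudocount of 1, 281 with a mean FPKM of at least 1, 1250 with library weights, 1351 without CPVA1 and 433 without CPVA2.

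The number of Table S1 genes called and the number of the 10 Figure 2C genes called were 0 in each fit with an adjusted p, the fits that each left out one library included (from 0 to 0). They were 4 and 3 at an unadjusted p under 0.05. The adjusted p of a Table S1 gene lay between 0.137 and 0.974 over the alternatives. Adjusted over the list alone, 2 genes passed with a pseudocount of 0.01, 5 with library weights, 3 without CPVA1 and 20 with the quasi-Poisson test, in which the fold change is the ratio of summed reads. Every one of the 20 genes stayed higher in CPVA in each fit, although 5 of them were not tested with a mean FPKM of at least 1. However, each fit kept CPVA2, CPVA3 or both. The direction in CPVA1, CPVA4 and CPVA5 alone was therefore not tested. Among the values of single named genes, 10 passed the threshold where they had not before, all of them of 3 genes named by identifier, and 512 stayed on the same side of the threshold.

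With the replicate number as a block, 0 DEGs were found, 0 higher and 0 lower, with a smallest adjusted p of 0.738 and 589 genes at an unadjusted p under 0.05 with an absolute log2 fold change of at least 1. Libraries with the same number did not deviate together: the correlations of their deviations from the group means, across genes, were -0.001, 0.058, -0.198, 0.015 and 0.089 for numbers 1 to 5. The libraries share only a number, and the block changed no call.

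Voom and the quasi-Poisson test on the recovered reads also gave 0 DEGs, with smallest adjusted p of 0.120 and 0.0921 and with 620 and 1252 genes at an unadjusted p under 0.05 with the same fold change. Voom on gene lengths given by the table was not run, since the table gives none; the lists of genes, NPY and the cell type markers were not scored under any setting.

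Other splits of the 10 libraries into 5 and 5 were counted for 100 splits drawn at random, the real one included. The real split gave 0 DEGs, which 100 of 100 splits reach by construction, so this count says nothing about chance; 22 splits gave at least 1 DEG and the highest number was 25. For the 662 genes at an unadjusted p under 0.05 with an absolute log2 fold change of at least 1, 6 of 100 splits gave as many, with a median of 220.5 and a highest number of 1560 genes over the splits. Such a number therefore also arises in splits other than the real one. However, each of these 6 splits, the real one included, kept CPVA2 and CPVA3 in the same group. Other splits that did so gave fewer genes, for example 155. The split with 1560 genes exchanged only CPVA1 and Control4, so it kept most of the CPVA group together. Depth limits the genes near 0: for 8 genes of Table S1 the control libraries had 3 reads or fewer each.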

Differences from the paper's values

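The paper reports 259 DEGs, 237 higher and 22 lower after CPVA; with limma on log2 FPKM, the numbers were 0, 0 and 0. None of the alternatives set before the data were examined closed the gap. The numbers were 1, 1 and 0 with a pseudocount of 0.01, median-of-ratios scaling, quantile normalization or eBayes without trend, and 6, 5 and 1 with library weights. With an unadjusted p under 0.05 and an absolute log2 fold change of at least 1, they were 662, 554 and 108, above the paper's values. Combining this unadjusted threshold with a pseudocount of 1 gave 176, 158 and 18 genes, and combining it with a mean FPKM of at least 1 gave 281, 247 and 34 genes; these pairs of choices were looked at after the values had been seen.

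By the paper's Table S1, 17 of the 20 genes have an adjusted p under 0.05, and 3 (BNC1, IGLV2-33 and SPOCK3) do not, although the table is headed as DEGs. With limma, 0 of the 20 had an adjusted p under 0.05, and none of the alternatives set before the data were examined closed the gap; 4 passed at an unadjusted p under 0.05. Adjusted over the list alone, 2 passed with a pseudocount of 0.01, 5 with library weights, 3 without CPVA1 and 20 with the quasi-Poisson test on recovered reads, which was chosen after the values had been seen.

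For the 12 genes of Table S1 with more than 3 reads in a control library, the log2 ratio of group mean FPKM was within 0.301 of the paper's value, and with median-of-ratios scaling it was within 0.022 for each of the 12. The ratio of CD5L, for example, was 9.45, and 9.17 with this scaling, against the paper's 9.1767. For the other 8 genes only a lower bound was computed, below the paper's value for each. For CCL20, with 0 reads in the control group, the bound was 3.81 on the log2 scale against the paper's 23.2838.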

Other observations

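The tests in this part were chosen after the result was seen, as were their limits and the choice of CPVA3, CPVA4 and CPVA5.

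CPVA2 was close to a weighted sum of other CPVA libraries. Each library was fitted as a sum of the other 9 with weights of at least 0, on 7334 genes drawn at random among those with a mean CPM of at least 1, and the fit was checked on the other 7304 genes. For 94.2% of these genes in CPVA2, the smaller of the measured and the predicted level was at least 0.8 of the larger. For the 9 other libraries, this share was 44.5% to 74.6%. The weights of CPVA2 summed to 0.999, but those of the 9 other libraries summed to 0.971 to 1.054. A sum near 1 therefore does not single out CPVA2. The largest weights in the fit of CPVA2 were 0.398 for CPVA5, 0.253 for CPVA3 and 0.176 for CPVA4. CPVA2 also lay within the range of CPVA3, CPVA4 and CPVA5 for 88.8% of 14638 genes, the highest share among the 840 choices of a library and 3 others; the highest for a library other than CPVA2 was 80.4%. With any other library in place of CPVA4, the share for CPVA2 was 85.0% to 87.9%, control libraries included. The share therefore hardly singles out CPVA4.

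A candidate explanation is a mixed sample, in which RNA or tissue of several canines was pooled in CPVA2. It predicts that genes found almost only in one source appear in CPVA2 at one ratio, equal to a weight fitted on other genes. On 14069 other genes, the weights of CPVA3, CPVA4 and CPVA5 alone were 0.250, 0.260 and 0.487. Among genes at least 20 times higher in CPVA3 than in each library other than CPVA2, 125 genes or 99.2% had a ratio of CPVA2 to CPVA3 within 1.5-fold of 0.250 and 1 gene did not, with a median of 0.257 and quartiles of 0.238 and 0.275. With a limit of 10 times, the share was 99.3% of 271 genes, with a median of 0.263, and with a limit of 5 times it was 96.4% of 521 genes, with a median of 0.282. Of 55 genes with at least 100 reads in CPVA5 and at least 5 times the level of each library other than CPVA2, 96.4% were within 1.5-fold of 0.487, with a median ratio of 0.518. For CPVA4 only 2 such genes were found, with a median ratio of 0.124, too few to decide.

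Some genes go against a simple pool of these 3 canines. A gene with 803 reads in CPVA4 had 37 reads in CPVA2 where the weights predict 301.7, and a gene with 139 reads in CPVA5 had 0 reads in CPVA2 where they predict 77.3. In all, 34 of 13833 genes with at least 50 reads measured or predicted were more than 2-fold from the weighted sum, 27 below and 7 above. Tissue of another canine that held the same cell populations as CPVA3 and CPVA5 in smaller amounts may give the same ratios, and this biological explanation was not tested; it stays open beside a mixed sample, for which the 99.2% above is the closest test.

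If CPVA2 is not independent of CPVA3, the genes of Table S1 that are high in both rest on 1 canine rather than 2. Without CPVA2, the number of genes at an unadjusted p under 0.05 with an absolute log2 fold change of at least 1 was 433 in place of 662, 322 of them higher in CPVA, and 0 genes had an adjusted p under 0.05, the smallest being 0.277.

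The first principal component of log2(FPKM + 0.1) held 44.7% of the variance. CPVA3 lay at 160.1 and CPVA2 at 76.5 on it, while CPVA1, CPVA4 and CPVA5 lay at -68.5, -0.78 and -13.9 and the control libraries between -62.6 and -2.67. A mixed sample, or cell populations shared in smaller amounts, would each place CPVA2 between CPVA3 and the other libraries.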
